# Induction of Apoptosis Coupled to Endoplasmic Reticulum Stress in Human Prostate Cancer Cells by *n*-butylidenephthalide

**DOI:** 10.1371/journal.pone.0033742

**Published:** 2012-03-28

**Authors:** Sheng-Chun Chiu, Shee-Ping Chen, Sung-Ying Huang, Mei-Jen Wang, Shinn-Zong Lin, Horng-Jyh Harn, Cheng-Yoong Pang

## Abstract

**Background:**

*N*-butylidenephthalide (BP) exhibits antitumor effect in a variety of cancer cell lines. The objective of this study was to obtain additional insights into the mechanisms involved in BP induced cell death in human prostate cancer cells.

**Methods/Principal Findings:**

Two human prostate cancer cell lines, PC-3 and LNCaP, were treated with BP, and subsequently evaluated for their viability and cell cycle profiles. BP caused cell cycle arrest and cell death in both cell lines. The G0/G1 phase arrest was correlated with increase levels of CDK inhibitors (p16, p21 and p27) and decrease of the checkpoint proteins. To determine the mechanisms of BP-induced growth arrest and cell death in prostate cancer cell lines, we performed a microarray study to identify alterations in gene expression induced by BP in the LNCaP cells. Several BP-induced genes, including the GADD153/CHOP, an endoplasmic reticulum stress (ER stress)-regulated gene, were identified. BP-induced ER stress was evidenced by increased expression of the downstream molecules GRP78/BiP, IRE1-α and GADD153/CHOP in both cell lines. Blockage of IRE1-α or GADD153/CHOP expression by siRNA significantly reduced BP-induced cell death in LNCaP cells. Furthermore, blockage of JNK1/2 signaling by JNK siRNA resulted in decreased expression of IRE1-α and GADD153/CHOP genes, implicating that BP-induced ER stress may be elicited via JNK1/2 signaling in prostate cancer cells. BP also suppressed LNCaP xenograft tumor growth in NOD-SCID mice. It caused 68% reduction in tumor volume after 18 days of treatment.

**Conclusions:**

Our results suggest that BP can cause G0/G1 phase arrest in prostate cancer cells and its cytotoxicity is mediated by ER stress induction. Thus, BP may serve as an anticancer agent by inducing ER stress in prostate cancer.

## Introduction

Prostate cancer is the most common malignancy in American men and the second leading cause of deaths from cancer [1]. The treatment options for patients include surgery, radiation therapy, hormonal therapy, chemotherapy, and combinations of some of these treatments. One of the most common chemotherapy agent used for the treatment of prostate cancer are the taxanes, such as the first generation drug paclitaxel (Taxol, a trademark of Bristol-Myers Squibb) [2], [3]. Increased concentrations of cytotoxic drugs and higher dosages of irradiation fail to improve the response to therapy and it leads to apoptosis resistance in prostate cancer cells. Therefore, newly developed anticancer agents that are nontoxic and highly effective in inducing apoptosis preferentially in tumor cells are valuable.

Recently, non-traditional treatments using herbs and dietary supplements have been considered as alternative medicines for cancer therapy. *Angelica sinensis* (also called danggui in Chinese) is one of the most commonly used traditional herbs in China. It is recommended as a tonic, hemopoetic, spasmolytic, and analgesic drug in clinical practice [4]. In our previous study, *n*-butylidenephthalide (BP), a compound isolated from *Angelica sinensis* chloroform extract, exhibits growth inhibitory activity on various human cancer cell lines, including brain, lung and liver cancer cells. BP caused growth arrest and apoptosis in these tumor cells *in vitro* and *in vivo* [5]–[7]. These findings indicate that BP is a promising new anticancer compound with a potential for clinical application. However, the effect of BP on prostate cancer cells has not been addressed.

Protein folding in the endoplasmic reticulum (ER) is impaired under various physical and pathological conditions, termed ER stress. A specific signaling pathway, the unfolded protein response (UPR), has been demonstrated in cell to overcome ER stress [8]. Induction of glucose-regulated protein GRP78/BiP has been widely recognized as a marker for ER stress and the onset of UPR. The UPR signals through three distinct stress sensors located at the ER membrane: protein kinase RNA-like ER kinase (PERK), inositol-requiring protein-1 α (IRE1-α) and activating transcription factor-6 (ATF6) [9]. Among them, IRE1-mediated activation of Jun N-terminal kinase (JNK) contributes to cell death by phosphorylating and inactivating the anti-apoptotic regulator BCL-2 [10]. The transcription factor CCAAT/enhancer-binding protein (C/EBP)-homologous protein (CHOP; also known as DDIT3/GADD153) operates at the convergence of the PERK, IRE1-α and ATF6 pathways [11], [12]. Overexpression of CHOP plays an important role in apoptosis [13] through dephosphorylates the proapoptotic BH3-only protein Bad and down-regulates Bcl-2 expression [14].

This present study sought: 1) to determine the anti-proliferative effect of BP *in vitro* and *in vivo*, 2) to assay the effects of BP on cell cycle progression and apoptosis, 3) to investigate ER stress as a potential molecular target of BP, and 4) to establish whether MAPK/ER stress signaling is involved in BP-mediated apoptosis in prostate cancer. The effects of BP in prostate cancer were evaluated *in vitro* in LNCaP and PC-3 cell lines. LNCaP-NOD-SCID mice xenograft experiment was used to assess the anticancer effect of BP *in vivo*.

## Results

### BP inhibited proliferation and induced morphology changes in human prostate cancer cells

BP has a strong anti-proliferative effect on GBM cells and caused G0/G1 phase arrest and apoptosis in a time- and concentration-dependent manner. To determine the cytotoxicity effect of BP on prostate cancer cells, three human prostate cancer cell lines were treated with increasing concentration of BP for 24 and 48 h, and were evaluated by the MTT assay. As shown in Fig. 1A and B, BP significantly decreased the viability of DU-145, PC-3 and LNCaP cells in a dose and time-dependent manner. Treatment of LNCaP and PC-3 cells with 75 µg/ml BP for 48 h resulted in 24.48% and 45.88% cell survival, respectively (Fig. 1B). Based on these data, we used 70 µg/ml BP for subsequent studies. To further investigate the cytotoxicity effect of BP on prostate cancer cells, LNCaP (androgen-dependent) and PC-3 (androgen-independent) cells were selected for further investigation. BP-treated LNCaP and PC-3 cells showed obvious cell shrinkage and rounding up, features typical of cells undergoing apoptosis (Fig. 1D and F).

**Figure 1:**
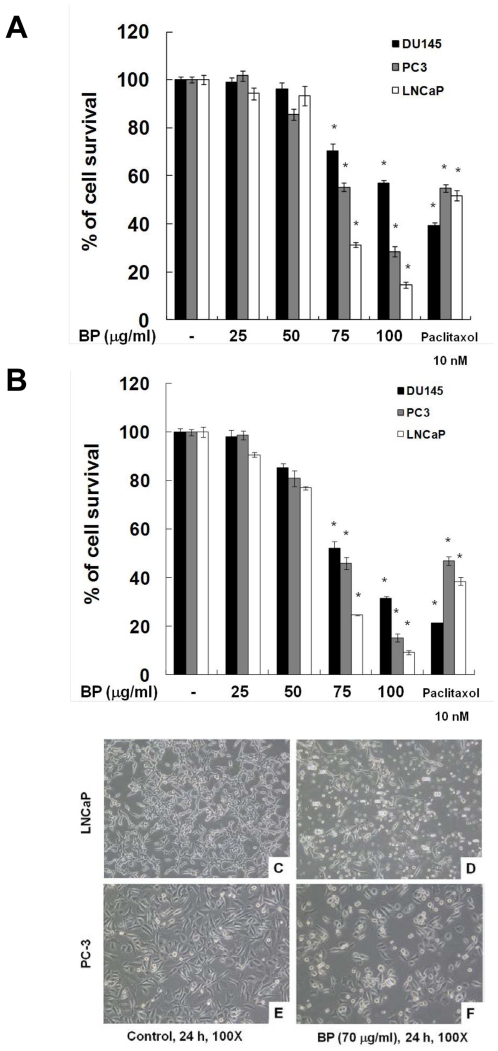
Effects of BP on the viability and morphological changes of human prostate cancer cells. DU-145 (black), PC-3 (grey), LNCaP (white) cells were treated with increasing concentration of BP (25 to 100 µg/ml) for 24 (A) and 48 h (B) and analyzed with MTT assay. LNCaP and PC-3 cells were treated with 0.2% DMSO (C and E, respectively) or 70 µg/ml BP (D and F, respectively) for 24 h, were shown.

### BP induced cell cycle arrest at G0/G1 phase and changed the expression levels of G0/G1 regulatory proteins

In order to elucidate its mode of action, we examined the effects of BP on cell cycle progression. Flow cytometry analysis showed that BP treatment resulted in the accumulation of cells in G0/G1 phase in a time-dependent manner (Fig. 2A and B). Quantification of proliferating untreated cells showed that 67.95% of cells were in the G0/G1 phase, 24.96% of cells were in the S phase, and 7.73% of cells were in the G2/M phase of cell cycle 12 h after plating in LNCaP cells; 62.71% of cells were in the G0/G1 phase, 17.78% of cells were in the S phase, and 19.50% of cells were in the G2/M phase of cell cycle 12 h after plating in PC-3 cells. Treatment of cells with 70 µg/ml BP for 12 h increased the percentage of cells in the G0/G1 phase to 81.94% and reduced the percentage of the cells in the S and G2/M phases to 10.6 and 8%, respectively, in LNCaP cells. In PC-3 cells treated with 70 µg/ml BP for 12 h, the percentage of cells in the G0/G1 phase increased to 69.94%, and the cells in the S and G2/M phases decreased to 18.11 and 11.97%, respectively.

**Figure 2:**
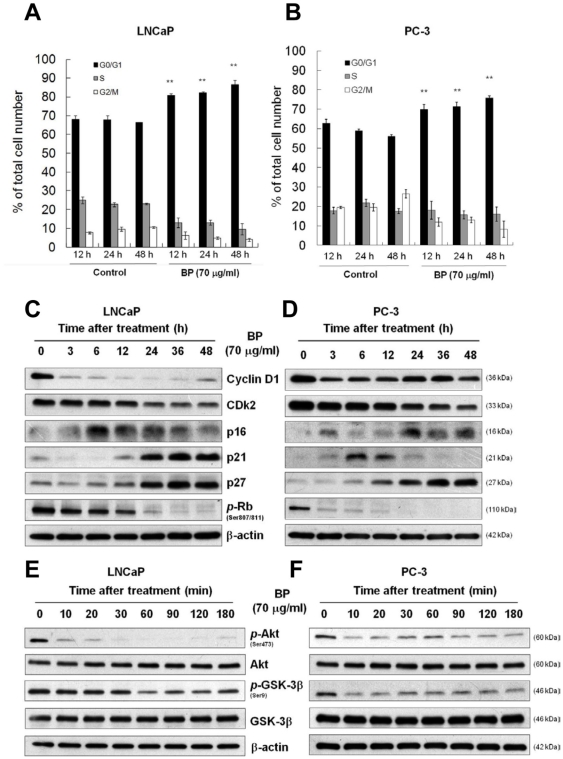
BP induces G0/G1 arrest and changes the expression profiles of G0/G1 regulatory proteins. BP induced cell cycle G0/G1 arrest in (A) LNCaP and (B) PC-3 cells. Cells were seeded at 8×10^5^ (LNCaP) and 6×10^5^ (PC-3) per 6-cm plate in triplicates and treated with 70 µg/ml BP for 12–24 h. Data are presented as means ± S.D. from three different experiments. *, *P*<0.05; **, *P*<0.01. Western blot analysis of cyclin D1, CDK2, p16, p21, p27 and phospho-Rb (Ser807/811) was performed in LNCaP cells (C) and PC-3 cells (D). β-actin was used as an internal control. Western blot analysis of phospho-Akt (Ser473), Akt, phospho-GSK-3β (Ser9) and GSK-3β was performed in LNCaP cells (E) and PC-3 cells (F). β-actin was used as an internal control.

To determine the molecular mechanisms underlying the G0/G1 cell cycle arrest in prostate cancer cells induced by BP, we examined the expression of certain G0/G1 regulatory proteins in LNCaP and PC-3 cells treated with 70 µg/ml BP. We first examined the level of cyclin D1, the main cyclin controlling the G0/G1 checkpoint . BP treatment led to rapid reduction of cyclin D1 protein level (Fig. 2C and D). Upregulation of G0/G1 cell cycle regulatory proteins such as p16, p21, p27, and downregulation of CDK2 were also observed in a time-dependent manner (Fig. 2C and D).We also observed a rapid reduction of Rb phosphorylation level (Fig. 2C and D) indicating the compromised activation of the CDK4/6.

It has been established that cyclin D1 phosphorylation is mediated by the Akt-GSK-3β pathway. Activated Akt phosphorylates and inhibits GSK-3β function, leading to the de-phosphorylation and stabilization of cyclin D1. Therefore, we examined whether the Akt-GSK-3β-Cyclin D1 pathway was involved in BP-induced degradation of cyclin D1 in prostate cancer cells. Western blot analysis showed that BP rapidly and markedly suppressed Akt phosphorylation, as early as 10 min (Fig. 2E and F). Consistent with the inhibition of Akt activity, reduced phosphorylation of Ser9 in GSK-3β, a target of Akt kinase, was also noted (Fig. 2E and F), suggesting that BP promotes cyclin D1 phosphorylation via suppression of Akt and activation of GSK-3β. These data suggest that BP suppresses Akt-GSK-3β pathway in prostate cancer cells and causes G0/G1 growth arrest by affecting the expression of G0/G1 regulatory proteins.

### BP induced apoptosis in LNCaP and PC-3 cells

To evaluate the role of apoptosis in BP-induced cell death, western blotting and TUNEL staining were performed. Activation of caspases are crucial mechanisms for induction of apoptosis. Caspase −8 and −3 were key protease associated with death receptor mediated-apoptosis and their involvement in BP-induced apoptosis was investigated in both LNCaP and PC-3 cells. BP-induced caspase −8 and −3 cleavages increased dose-dependently in both LNCaP and PC-3 cells (Fig. 3A and B). The pro-apoptotic Bcl-2 family members, Bax, also increased after BP treatment which have important link between IRE1 and ER-stress-induced apoptosis. TUNEL staining at 48 h after 70 µg/ml BP treatment also revealed increased number of apoptotic cells in both LNCaP and PC-3 cells (Fig. 3D and F, respectively).

**Figure 3:**
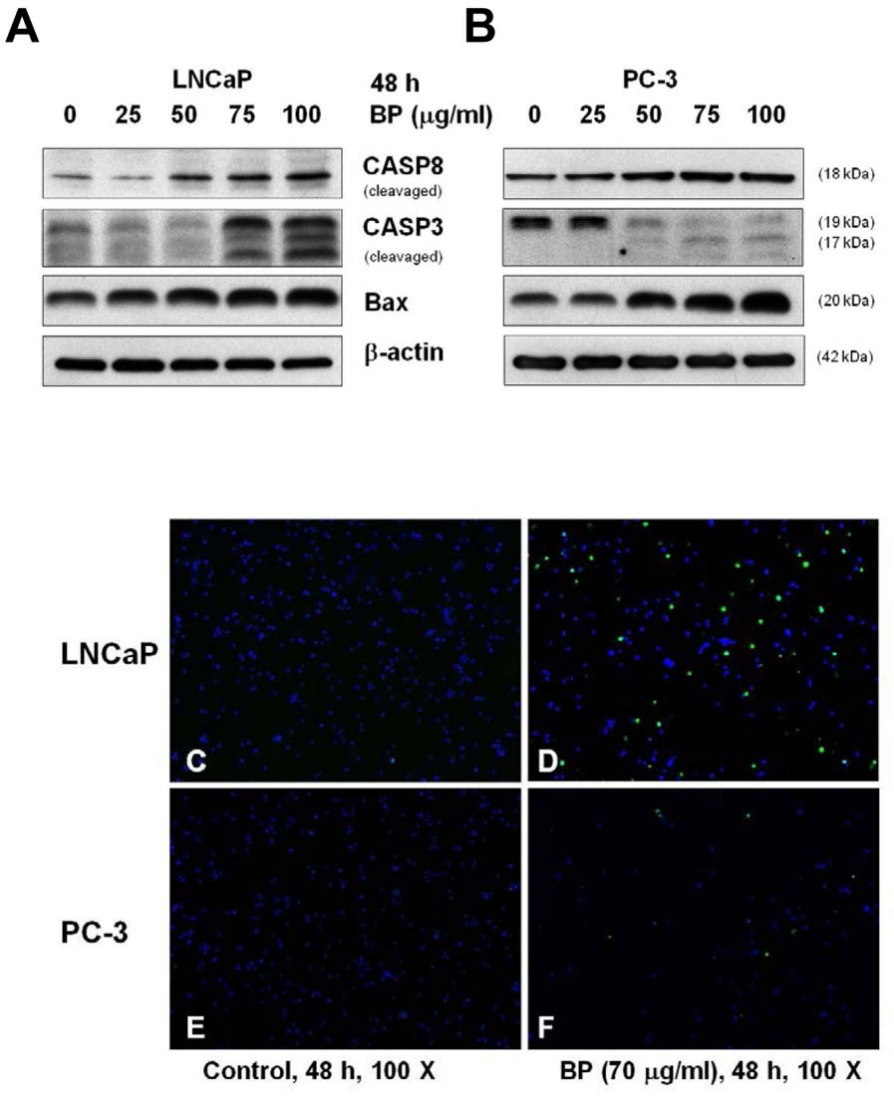
BP induces apoptosis in prostate cancer cells. Western blot analysis of active caspase 8, active caspase 3 and bax was performed in LNCaP cells (A) and PC-3 cells (B). β-actin was used as an internal control. LNCaP cells and PC-3 cells were incubated in the absence (C and E, respectively) or presence (D and F, respectively) of 70 µg/ml BP for 48 h and then subjected to TUNEL assay.

### Gene expression analysis by cDNA microarray in BP-treated LNCaP cells

To obtain insight into the mechanism of BP-induced growth inhibition and cell death, we used oligodeoxynucleotide-based microarray to identify BP-mediated gene expression. 

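The experiment comprised 3 Affymetrix Human Gene ST arrays, with 1 array for control LNCaP cells, 1 for cells treated with 70 µg/ml BP for 3 h and 1 for cells treated for 24 h. LNCaP is a human prostate cancer cell line that responds to androgen. The title of the deposited series names DMSO or BP. The label of the control array names neither a treatment nor a harvest time, so it does not settle whether these cells received DMSO. On this type of array, probes spread along a transcript are summarised into 1 value per transcript cluster. The authors deposited log2 values for 33297 transcript clusters on each array, with medians of 5.48 in control cells, 5.46 at 3 h and 5.48 at 24 h. The submitters' processing notes name RMA, which corrects background, normalizes across arrays and summarises probes by median polish, while the Methods name MAS5.0 and a per-chip normalization in GeneSpring. The annotation deposited with the comparison tables gave 1 gene symbol to 20087 clusters, several symbols to 1904 and no symbol to 11306. The clusters with 1 symbol represented 19208 genes, and for a gene with several clusters the cluster with the highest mean over the 3 arrays was used. The log2 value of control cells was subtracted from that of BP-treated cells, and a difference of at least 2-fold, the threshold given in the note under Table 1, was counted as higher or lower expression. Because each condition had 1 array, no statistical test was possible, no p-value is given, and the number of arrays limits the precision of every value. Leaving out the lowest and the highest 2.5% of genes, the log2 differences lay between -0.35 and 0.48 at 3 h and between -0.86 and 0.81 at 24 h. Control cells and cells treated for 24 h had exactly the same deposited value for 46.7% of genes. Groups of genes were listed before the data were examined, but some of them hold genes of Table 1, whose folds the paper gives. The median difference of each group was placed by its percentile among 10000 random groups of the same size and similar expression levels. The authors also deposited tables of their own comparisons, which were used as an alternative source.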

LNCaP cells were treated with 70 µg/ml BP for 3 and 24 h, and RNA was extracted and used in microarray analysis. 

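The strongest response among the 9 genes of Table 1 was that of DDIT3, which encodes GADD153/CHOP, a transcription factor of the ER stress response. DDIT3 is represented by transcript cluster 7964460 in cytoband 12q13.1-q13.2, and its log2 value was 6.44 in control cells, 9.29 after 3 h of BP and 9.95 after 24 h. It was thus 7.21-fold higher than in control cells at 3 h and 11.4-fold higher at 24 h, the largest increase of any gene at the later time. GDF15, the gene of the secreted factor NAG-1, was 2.90-fold higher at 3 h and 5.77-fold higher at 24 h. GADD45A, a growth arrest gene induced by DNA damage, was 3.42-fold higher at 3 h and 4.50-fold higher at 24 h. The other genes of Table 1 were less than 2-fold above control cells at 3 h. At 24 h, CDKN1A, which encodes the CDK inhibitor p21, was 5.96-fold higher, PARP4 was 3.47-fold higher, CASP4 was 2.54-fold higher and ATF6, an ER stress transducer, was 2.28-fold higher. ERN1, which encodes IRE1-α, was 1.87-fold higher at 24 h in these values and 2.50-fold higher in the authors' deposited table of the 24 h comparison. Of the 9 genes, 3 were at least 2-fold higher at 3 h and 7 at 24 h, and 9 had a higher value at 24 h than at 3 h. These differences have no replicate check.

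**Figure D1:**
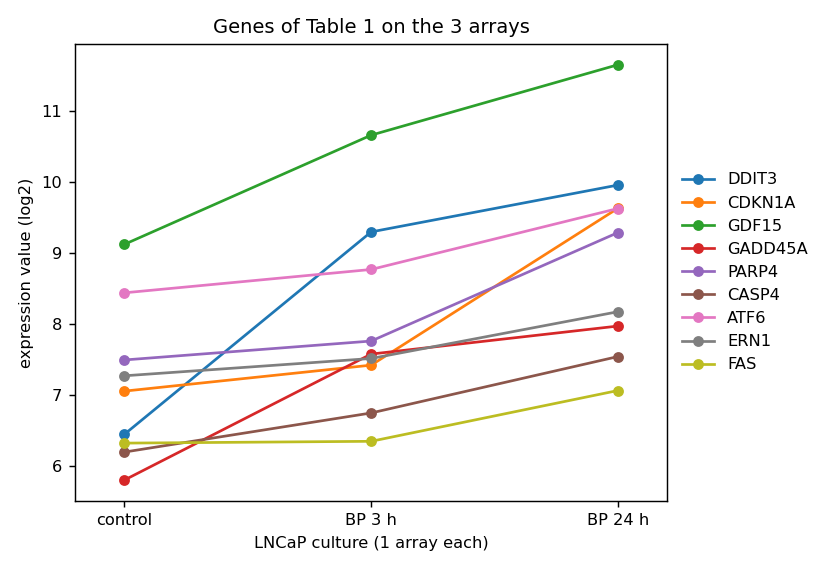
Expression values (log2) of the 9 genes of Table 1 in control LNCaP cells and in cells treated with BP for 3 h and 24 h. Each point is 1 array, so there are no error bars, and lines join the values of a gene. DDIT3 goes from 6.44 in control cells to 9.29 at 3 h and 9.95 at 24 h, while CDKN1A lies below 2-fold at 3 h and 5.96-fold above control cells at 24 h.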

Genes including GADD153/CHOP were identified to be up-regulated in a time-dependent manner (Table 1). We validated the up-regulation of GADD153/CHOP genes by western blot. BP elicited an increased expression of GADD153/CHOP protein in both LNCaP and PC-3 cells (Fig. 4A and B). Up-regulation of GADD153/CHOP has been defined as ER stress-response, which in turn triggers signals to induce apoptosis. We thus investigated the role of ER stress in BP-induced cell death in prostate cancer cells.

**Figure 4:**
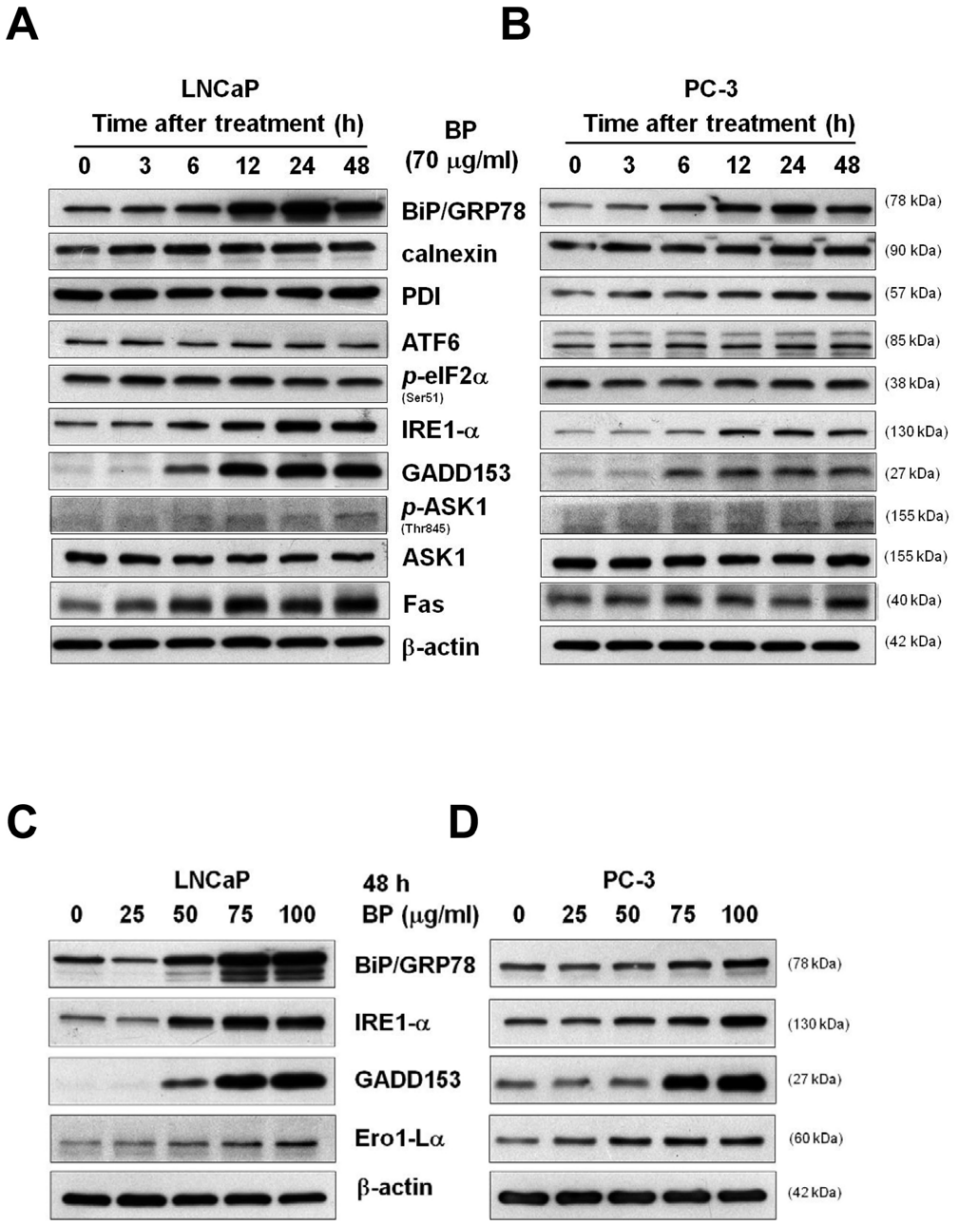
BP induces ER stress-related genes expression in prostate cancer cells. Western blot analysis of BiP, calnexin, PDI, ATF6, phospho-eIF2α (Ser51), IRE1-α, GADD153/CHOP, phosphor-ASK1 (Thr845), ASK1 and Fas were performed in LNCaP cells (A) and PC-3 cells (B). β-actin was used as an internal control. Western blot analysis of BiP, IRE1-α, GADD153/CHOP and Ero1-Lα were performed in LNCaP cells (C) and PC-3 cells (D). β-actin was used as an internal control.

**Table 1:** Gene expressed differently in BP-treated LNCaP cells.

		Change* (∼fold)	
Functional Classification and Accession No	Representative Gene Name	24 h	3 h
**Signal transduction**			
NM 004864	NSAID-activated gene 1 (NAG-1)	5.66	2.92
**Transcription factor**			
NM 001924	Growth arrest and DNA-damage-inducible, alpha (GADD45A)	4.05	3.43
**ER stress**			
NM 001195053	DNA-damage-inducible transcript 3 (DDIT3/GADD153/CHOP)	11.89	7.26
NM 001433	Endoplasmic reticulum to nucleus signaling 1 (ERN1/IRE1)	2.51	N/A
NM 007348	Activating transcription factor 6 (ATF6)	2.31	N/A
**Cell cycle**			
NM 000389	Cyclin-dependent kinase inhibitor 1A (p21, Cip1)	6.29	N/A
**Apoptosis**			
NM 001225	Caspase 4	2.54	N/A
NM 006437	Poly (ADP-ribose) polymerase family, member 4 (PARP4)	3.414	N/A
NM 000043.4	Fas (TNF-receptor superfamily, member 6, CD95/APO-1)	2.191	N/A

* Genes list above are those that increased by >2-fold after BP treatment. N/A, Not Applicable.

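Of the 19208 genes on the arrays, 66 were at least 2-fold higher and 9 at least 2-fold lower than in control cells after 3 h of BP. After 24 h, 293 genes were at least 2-fold higher and 406 at least 2-fold lower. This balance turned at a 1.5-fold threshold, with 862 genes higher and 776 lower, and over all transcript clusters, with 661 higher and 599 lower by 2-fold. The highest increase at 3 h was that of DUSP1, a phosphatase that inactivates MAP kinases, by 3.05 on the log2 scale. The Notch target genes HES1 and HEY1 were higher by 2.63 and 2.35. ID2, an inhibitor of differentiation, was higher by 2.27, the AP-1 subunit JUN by 2.02, and SKIL, a repressor of TGF-β signaling, by 1.90. MT1X and MT1F, which encode metal-binding metallothioneins, were higher by 2.15 and 2.01, and the zinc exporter SLC30A1 by 1.88. TXNIP, which encodes an inhibitor of thioredoxin, was the 1 gene at least 2-fold lower at both times, with log2 differences of -1.10 at 3 h and -1.27 at 24 h. At 24 h, the highest increases after DDIT3 were those of DIO3, a thyroid hormone deiodinase (3.40), the melanosomal and lysosomal glycoprotein gene GPNMB (3.21), UST (2.85), the angiogenic factor ANGPT2 (2.83) and SLFN5 (2.75). The lowest values relative to control cells at 24 h were those of the histone genes HIST1H1B (-4.59) and HIST1H2BM (-4.05), followed by FAM111B (-3.60), DTL (-3.51), CCNA2, which encodes cyclin A2 (-3.44), and RRM2, a subunit of ribonucleotide reductase (-3.33). Between 3 h and 24 h, 155 genes were at least 2-fold higher and 461 at least 2-fold lower at the later time. Of the 66 genes higher at 3 h, 30 were also at least 2-fold higher at 24 h. Independent lists of these sizes would share 1.01 genes, a number that leaves out the shared control. Simulated unchanged arrays had at most 2 genes past 2-fold at 1 time, so they give no reference for this overlap. Part of the overlap may come from the control array that both comparisons share. The Pearson correlation of the 3 h and 24 h differences across genes, which are not independent replicates, was 0.319, and their covariance was 0.0253. The simulated arrays with a shared control gave 0.500 and 0.0186. A correlation of 0.500 follows from 1 shared control and arrays of equal spread, whatever the data. The SD of the real differences was 0.20 at 3 h and 0.40 at 24 h. The simulated values therefore do not show how much the shared control contributes. In the authors' deposited comparison tables 106 of the 19208 genes were at least 2-fold higher and 21 at least 2-fold lower at 3 h. From the up-regulation of GADD153/CHOP, which it describes as an ER stress response that leads to apoptosis, the paper goes on to examine ER stress in BP-induced cell death.

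**Figure D2:**
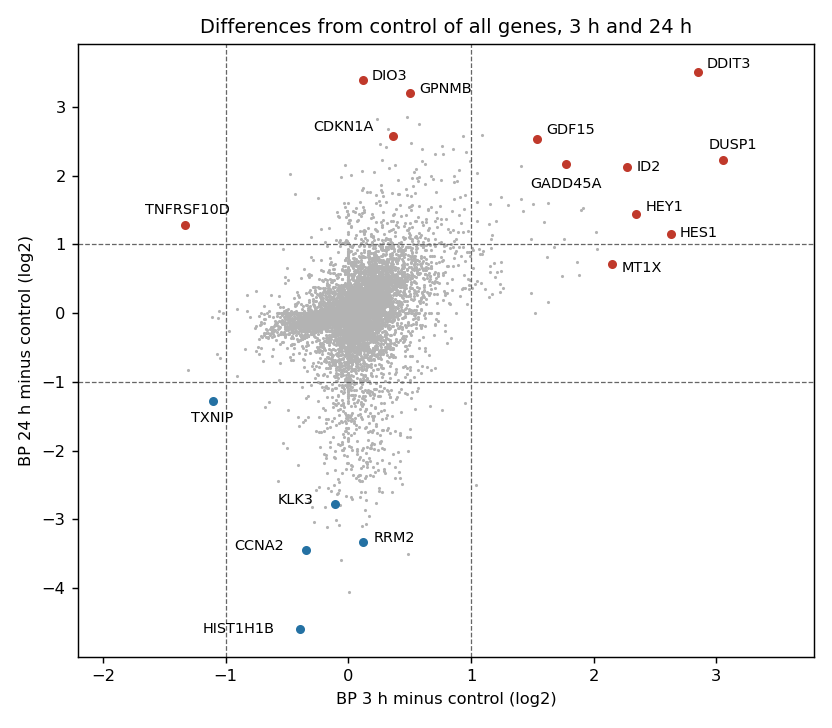
Difference from control cells (log2) of each of 19208 genes after 3 h of BP (horizontal axis) and after 24 h (vertical axis), with 1 array per condition. Dashed lines mark 2-fold, red points are named genes above control cells at 24 h and blue points are named genes below. DDIT3 lies at the upper right, at 2.85 and 3.51, and HIST1H1B lies lowest at 24 h, at -4.59.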

### BP induced ER stress in LNCaP and PC-3 cells

To delineate the induction of ER stress by BP in prostate cancer cells, we investigated the induction of UPR related genes after BP treatment in LNCaP and PC-3 cells (Fig. 4A and B, respectively). Expression of BiP increased after BP treatment, but no differences were found in calnexin and PDI expressions (Fig. 4A and B). Up-regulation of ER stress transducer IRE1-α was observed but not ATF6 and p-eIF-2α. BP induced IRE1-α expression was evident from 3 h (1.16 folds) and increased till 48 h (2.47 folds) in LNCaP cells. The levels of Fas increased after BP treatment in both LNCaP and PC-3 cells and were consistent with the microarray finding in LNCaP cells. In addition, expressions of BiP, IRE1-α and GADD153 increased dose dependently in both LNCaP and PC-3 cells (Fig. 4C and D). 

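The array of LNCaP cells treated for 24 h showed a higher FAS transcript level than the control array. FAS, represented by transcript cluster 7929032 in cytoband 10q24.1, encodes a death receptor of the TNF receptor superfamily, and its log2 value was 6.32 in control cells, 6.34 at 3 h and 7.06 at 24 h. This is 1.02-fold of control cells at 3 h and 1.67-fold at 24 h, and the authors' deposited table of the 24 h comparison gives 2.19-fold. A group of 31 measured genes held caspases, death receptors, their ligands and adaptors, inhibitors of apoptosis, mitochondrial apoptosis factors and 3 PARP genes. In this group 4 genes were at least 2-fold higher at 24 h, namely TNFRSF21, TNFRSF10D, CASP4 and PARP4, 1 was at least 2-fold lower, namely PARP1, and 26 lay within 2-fold. TNFRSF21, which encodes death receptor 6, was higher by 1.48 on the log2 scale. TNFRSF10D, which encodes a decoy receptor for the ligand TRAIL, had a difference of -1.33 at 3 h and 1.28 at 24 h. PARP1, which encodes a DNA repair enzyme, had a difference of -1.56 at 24 h. CASP8, which encodes the initiator caspase of this pathway, differed from control cells by 0.56 at 24 h. The median difference of the group at 24 h was 0.08, while it was 0.34 in the authors' deposited comparison tables and 0.38 over members above the median level.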

The GADD153 transcriptional target, ER oxidase 1 like α (ERO1-Lα) also increased in a dose-dependent manner after BP treatment (Fig. 4C and D).

### BP-induced nuclear translocation of GADD153/CHOP in LNCaP and PC-3 cells

To study the involvement of GADD153/CHOP in BP treatment, we first investigated whether BP promoted the translocation of GADD153/CHOP protein to the nucleus. GADD153/CHOP nuclear translocation represents the carrying of stress signal into the nucleus and therefore a functional activation. At 12 h after 70 µg/ml BP treatment, GADD153/CHOP was apparently more abundant in the nucleus of BP-treated LNCaP and PC-3 cells than in that of controls (Fig. 5A and B).

**Figure 5:**
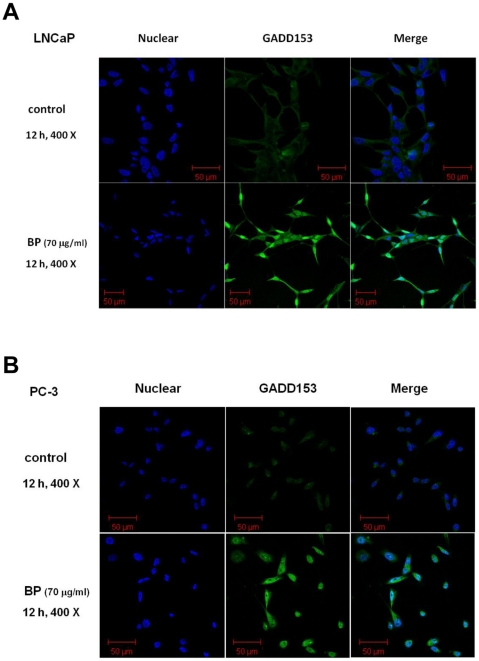
Nuclear translocation of GADD153/CHOP after BP treatment in human prostate cancer cells. (A) LNCaP cells and (B) PC-3 cells were treated with 0.2% DMSO (control) or 70 µg/ml BP for 12 h, fixed and stained with anti-GADD153/CHOP. FITC-labeled secondary antibody was used (green fluorescence) Nuclei were stained with DAPI (blue fluorescence). Images were captured by a confocal laser microscope.

### The role of ER stress in BP-mediated anti-proliferation

We further used a siRNA approach to determine the role of GADD153 in the anticancer potential of BP in prostate cancer. LNCaP cells were transfected with siRNAs for GADD153 and IRE1-α, respectively, with or without post treatment of 70 µg/ml BP for 48 h. Western blot analysis demonstrated that transfection of si-GADD153/CHOP resulted in a suppression of GADD153/CHOP expression induced by BP in LNCaP cells, as compared with cells transfected with control scrambled siRNA (Fig. 6A). Cell death induced by BP treatment was rescued by 21.18% in cells transfected with GADD153/CHOP siRNA as compared to scrambled siRNA-transfected cells (Fig. 6B). Since GADD153/CHOP gene promoter contains binding sites for all of the major inducers of the UPR, and only IRE1-α was induced after BP treatment (Fig. 4), we further characterized the role of IRE1-α in BP-induced cell growth arrest and cell death. We silenced IRE1-α expression by si-IRE1-α transfection prior to 70 µg/ml BP treatment. As shown in Fig. 6C, IRE1-α siRNA significantly blocked IRE1-α protein expression induced by BP treatment in a dose dependent manner. In addition, GADD153/CHOP was also suppressed by IRE1-α siRNA transfection. MTT assay showed that 11.67 and 20.8% of cell death was inhibited by 20 and 50 nM IRE1-α siRNA transfection after exposure of cells to 70 µg/ml BP, respectively (Fig. 6D). Taken together, these results indicated that BP-induced cell death may be involved, at least in part, through the induction of ER stress and the up-regulation of IRE1-α and GADD153/CHOP proteins expression.

**Figure 6:**
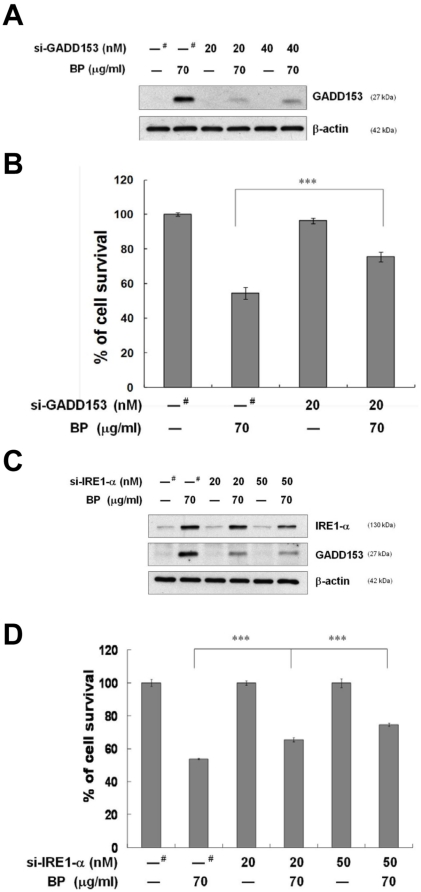
BP induces GADD153 and IRE1-α dependent cell death. (A) LNCaP cells were transfected with scramble siRNA (^#^), 20, or 40 nM GADD153 siRNA, respectively, for 48 h using the RNAifect transfection reagent. After 24 h treatment with 70 µg/ml BP, western blot analysis was performed for GADD153. (B) BP-induced anti-proliferative activity was measured with MTT assay in LNCaP cells transfected with scramble siRNA (^#^) or 20 nM GADD153 siRNA for 48 h and then treated with 70 µg/ml BP for 24 h. Data are expressed as means ± S.D. from three independent experiments. ***, *P*<0.001. (C) LNCaP cells were transfected with scramble siRNA (^#^), 20, or 50 nM IRE1-α siRNA, respectively, for 48 h using the RNAifect transfection reagent. After 24 h of treatment with 70 µg/ml BP, western blot analysis was performed for IRE1-α and GADD153, respectively. β-actin was used as an internal control. (D) BP-induced anti-proliferative activity was measured with MTT assay in LNCaP cells transfected with scramble siRNA (^#^), 20, or 50 nM IRE1-α siRNA, respectively, for 48 h and then treated with 70 µg/ml BP for 24 h. Data are expressed as means ± S.D. from three independent experiments. ***, *P*<0.001 versus vehicle.

### The role of MAPK on BP-induced ER stress and cell death

Activation of MAPKs has been implicated in the regulation of ER-stress induced cell death. We investigated the effect of BP on MAPK activation. Exposure of LNCaP and PC-3 cells to 70 µg/ml BP resulted in phosphorylation of JNK 1/2 and ERK 1/2, but not p38 MAPK (Fig. 7A and B). The ERK 1/2 phosphorylation after BP treatment occurred at 10 min and down-regulation occurred at 30 min. On the contrary, the phosphorylation of JNK 1/2 sustained at 10 to 180 min. To further characterize the role of JNK 1/2 in BP treatment, we silenced JNK 1/2 expression by specific siRNA transfection. As shown in Fig. 7C, JNK 1/2 expression and phosphorylation after BP treatment reduced by si-JNK transfection. In addition, the BP-induced expression of IRE1-α and GADD153 also reduced by si-JNK transfection. BP-induced cell death was rescued by si-JNK transfection, as compared to scrambled siRNA transfection (siRNA1: 26.14%, siRNA2: 20.95%, Fig. 7D). These findings suggest that JNK activation is involved in BP-induced cell death and participates in IRE1-α and GADD153 activation.

**Figure 7:**
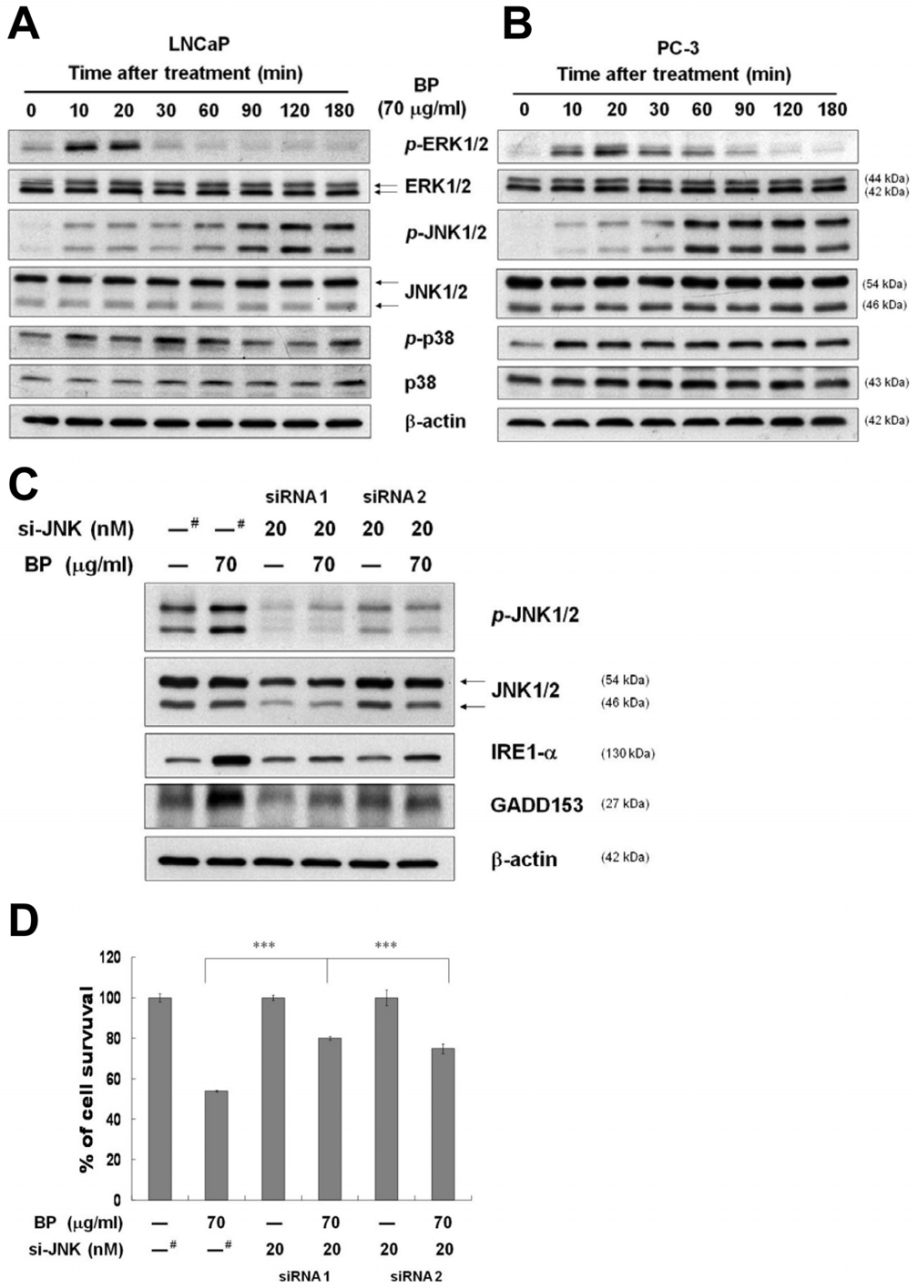
BP-induced ER stress and cell death are JNK1/2 dependent. (A) LNCaP cells and (B) PC-3 cells were treated with 70 µg/ml BP for the indicated times. Phospho-ERK1/2, total ERK1/2, phospho-JNK1/2, total JNK1/2, phospho-p38, and total p38 were detected by western blotting respectively. (C) LNCaP cells were transfected with scramble (^#^) or 20 nM JNK1/2 siRNA for 48 h using the RNAifect transfection reagent. After treatment with 70 µg/ml BP for 24 h, western blot analysis was performed for phospho-JNK1/2, total JNK1/2, IRE1-α and GADD153. β-actin was used as an internal control. (D) BP-induced anti-proliferative activity was measured with MTT assay in LNCaP cells transfected with scramble (^#^) or JNK1/2 siRNA for 48 h and then treated with 70 µg/ml BP for 24 h. Data was expressed as means ± S.D. from three independent experiments. ***, *P*<0.001 versus vehicle.

### BP inhibits growth of cancer cells in LNCaP–NOD-SCID xenograft

To evaluate the antitumor activity of BP *in vivo*, human prostate cancer xenograft were established by subcutaneous injection of 5×10^5^ LNCaP cells into the dorsal subcutaneous tissue of NOD-SCID mice. As shown in Fig. 8A, the relative tumor volume in mice treated with 500 mg/kg BP was significantly 68% lower than the vehicle-treated control mice on day 18. Tumor weight was significantly decreased 56% in the BP-treated group as compared to the control group on day 18 (Fig. 8B). The tumors in control animals were graded as Gleason 5B since no glandular tissue was found (Fig. 8C). In BP-treated animals, irregular fused glands were observed and were staged Gleason 4A (Fig. 8D). Thus, the degrees of tumor differentiation of BP-treated group were better than the control group. Besides, up-regulation of GADD153/CHOP in the BP-treatment tumor was observed by immunohistochemistry staining (Fig. 8E and F) and western blot analysis (Fig. 8G), respectively. Caspase-3 activation was also observed in BP-treatment tumor (Fig. 8G). There were no significant differences of body weight in both control and BP-treated groups. These results indicated that BP-induced prostate cancer cell death was correlated with ER stress *in vivo*.

**Figure 8:**
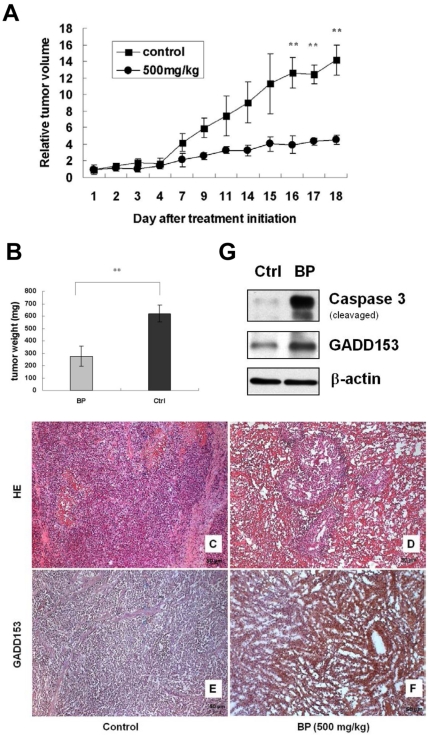
BP inhibits xenographic growth of LNCaP cells in NOD-SCID mice. (A) NOD-SCID mice were injected with approximately 5×10^5^ LNCaP cells into the dorsal subcutaneous tissue. When the tumor reached 100–250 mm^3^, LNCaP tumor-bearing mice were administrated s.c. with vehicle control (▪) or 500 mg/kg BP (•) on days 0–4 for 5 days. The relative tumor volumes of control and the BP-treated groups were shown as means ± S.D. of tumor volume at each time point. (B) Tumors of control and therapeutic groups were removed and weighted on day 18. Average tumor weight from the BP-treated group was 56% smaller than control group. Data was expressed as means ± S.D. of tumor weight of the control and the BP-treated groups. **, *P*<0.01. (C, D) Tumor tissue sections with HE staining of control (C) and therapeutic groups (D).GADD153 expressions were immunohistochemically identified in the control (E) and the BP-treated group (F). The GADD153-positive cells were stained brown. Expression of GADD153 and active form caspase-3 in the LNCaP xenograft tumor tissue were upregulated after BP administration as compared to control group by western blotting analysis (G).

## Discussion

Currently some promising naturally-occuring dietary therapeutic compounds include resveratrol, curcumin, genistein, diallyl sulfide and other substances which have in common ability to induce apoptosis of cancer cells have been exploited [15]. In our previous studies, we demonstrated that BP act strongly against glioblastoma multiforme (GBM) brain tumors and hepatocellular carcinoma (HCC) tumors *in vitro* and *in vivo* [5], [6], [16]. However, the effects of BP on human prostate cancer cells have not been determined. Results from this study showed that BP is cytotoxic for the three different prostate cancer cell lines. Because both of the androgen-dependent and -independent prostate cancer cells showed similar sensitivity to BP treatment, the involvement of androgen pathway was ignored in this study.

The loss of cell cycle regulation is the hallmark of cancer. To explore the mechanisms accounted for the effect of BP on prostate cancer cells, cell cycles were monitored. BP-induced cell cycle arrest was evidenced by up-regulation of p16, p21 and p27, and down-regulation of CDK2 and cyclin D1. The p16, p21 and p27 proteins are cdk inhibitors that negatively regulate cdk or cyclin/cdk complex [17]. The p16 protein, member of the INK4 family, binds to cdk4/6 to block kinase activity at the mid-G1 phase [18]. The p21 (cip1) and p27 (kip1) proteins bind to the cyclin/cdk complex, resulting in the inhibition of G1 to S phase transition via the abrogation of Rb phosphorylation by the cyclin/cdk complex [19]. Thus, the decrease of phosphorylated Rb should be due to a BP-triggered expression of the cdk inhibitors, which in turn decrease the activity of the cyclin/cdk complex. Frequent activation of Akt signaling pathway has been reported in many human cancers [20], [21], and GSK-3β has been identified as one of the Akt's molecular targets. Akt inactivates GSK-3β kinase activity through site-specific phosphorylation at Ser9 [22]. Suppression of Akt which leads to de-phosphorylation and activation of GSK-3β cause phosphorylation of cyclin D1 at Thr286 and the subsequent proteasomal degradation [23]. Cyclin D1 has been shown to be overexpressed in many cancers including breast, head and neck, esophagus and prostate [24], . In this study, we found that BP is capable of inhibiting Akt activation by reducing Ser473 phosphorylation, and restores GSK-3β kinase activity by reducing Ser9 phosphorylation in prostate cancer cells. These data suggest that BP suppresses prostate cancer cells proliferation via cell cycle arrest by regulating the cyclin/CDK/CKI cell cycle regulatory protein and targeting the Akt-GSK-3β-Cyclin D1 signaling axis.

To investigate the underlying molecular mechanisms of BP-induced prostate cancer cells death, we examined the BP-induced changes in gene expression in human prostate cancer cells using an oligodeoxynucleotide-based microarray screening assay. Several genes showing greater than two-fold increase in expression at 24 h of BP treatment were identified (Table 1). 

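At 24 h, genes of several stress responses were among those with higher expression in BP-treated LNCaP cells. Of 39 measured target genes of p53, the tumor suppressor that responds to DNA damage, 9 were at least 2-fold higher, none was lower by 2-fold and 30 lay within 2-fold. They included CDKN1A, GDF15 and GADD45A of Table 1 and TP53I3, an oxidoreductase gene, which was higher by 1.85 on the log2 scale. Of 32 targets of NRF2, a transcription factor of the antioxidant response, 8 were at least 2-fold higher and none was lower by 2-fold. Among them, AKR1C2, an aldo-keto reductase that also inactivates dihydrotestosterone, was higher by 2.47, heme oxygenase HMOX1 by 2.15 and GCLM, a subunit of the enzyme that limits glutathione synthesis, by 1.86. Of 32 autophagy and lysosome genes, 6 were at least 2-fold higher and none was lower by 2-fold, with the autophagy receptors SQSTM1 and OPTN higher by 1.74 and 1.35 and WIPI1 by 1.33. SQSTM1 is counted in both the NRF2 and the autophagy group, so these counts overlap. The median differences of these 3 groups were 0.53, 0.42 and 0.27, and each lay above all 10000 random groups. At 3 h, the p53 and NRF2 groups had medians of 0.00 and 0.07, with 2 members and 0 members at least 2-fold higher, and the autophagy group had a median of 0.15 with 0 such members. The latter median was 0.0699 with each array centred on its 75th percentile and 0.0705 after quantile normalization. Of the markers of other prostate cancer lines, of neuroendocrine cells and of fibroblasts, endothelial and blood cells, 25, 15 and 22 were measured, and none was 2-fold higher or lower at 24 h. Of these, 18, 10 and 18 had exactly the control value, for a reason that is not known, and 3, 3 and 1 lay above the median level. In the authors' deposited comparison tables the medians of these groups were 0.00, -0.10 and -0.10, also with none past 2-fold.

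**Figure D3:**
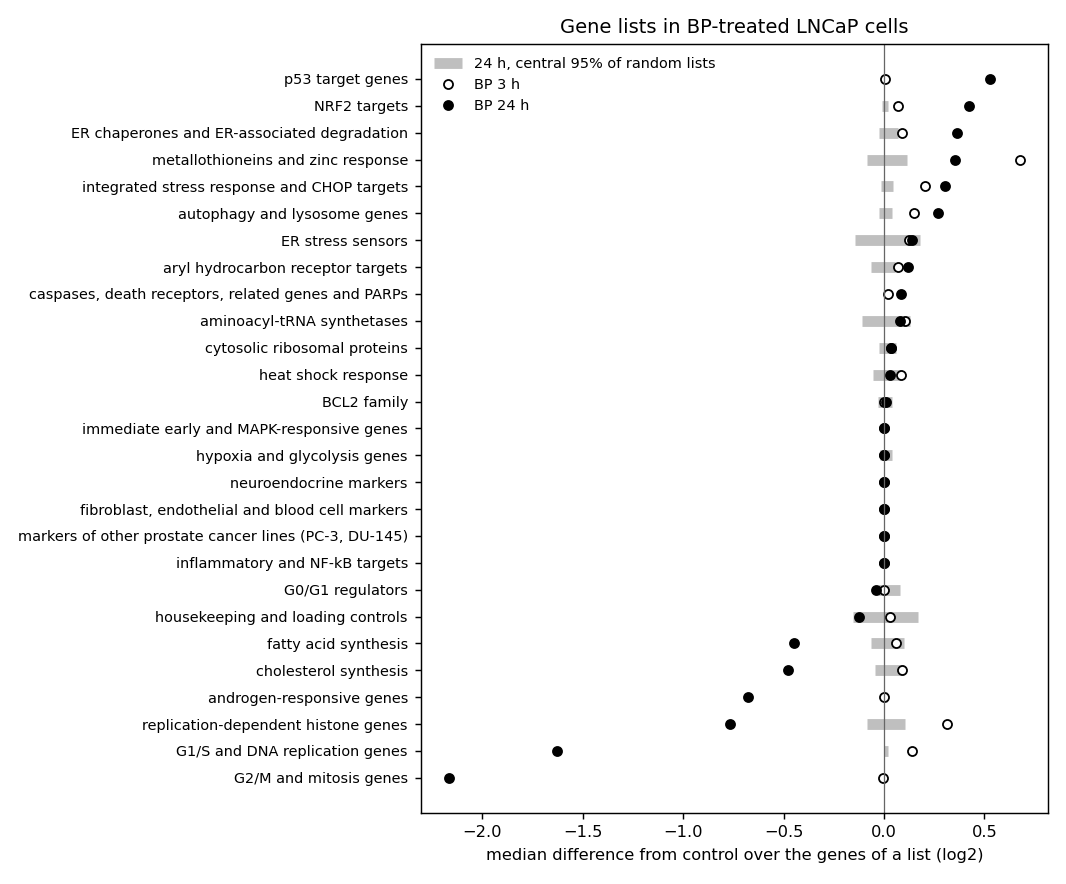
Median difference from control cells (log2) over the genes of each of 27 groups, after 3 h of BP (open circles) and after 24 h (filled circles), with 1 array per condition. Grey bars span 10000 random groups at 24 h without the lowest and highest 2.5% of them. The p53 targets lie highest at 24 h, at 0.53, and the G2/M and mitosis genes lowest, at -2.17.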

GADD153/CHOP showed dramatically 11.89 folds increase of expression after BP treatment. 

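Of 36 genes of the integrated stress response and targets of GADD153/CHOP, DDIT3 included, 3 were at least 2-fold higher than in control cells at 3 h and 7 at 24 h, none was lower by 2-fold at either time, and 33 and 29 lay within 2-fold. ATF3, a stress-induced transcription factor, was higher by 1.41 on the log2 scale at 3 h and by 1.67 at 24 h, and DDIT4, an inhibitor of mTORC1 signaling, by 1.42 and 1.49. The cystine transporter SLC7A11, also counted among the NRF2 targets, was higher by 0.27 at 3 h and 1.33 at 24 h, and ERO1L, which encodes the ER oxidase ERO1-Lα, by 1.07 at 24 h. The median difference of this group was 0.20 at 3 h and 0.31 at 24 h, and both medians lay above all random groups. The 3 h median was 0.12 with each array centred on its 75th percentile and 0.0952 after quantile normalization, and the 24 h median was 0.53 over members above the median level. Of 36 measured genes for ER chaperones and ER-associated degradation, which are targets of XBP1 and ATF6, 0 were at least 2-fold higher at 3 h and 7 at 24 h. HSPA5, the gene of the chaperone BiP, was higher by 1.61 at 24 h, SEC24D, a coat protein of ER export vesicles, by 1.72, ERO1LB by 1.55 and SEL1L, a component of ER-associated degradation, by 1.36. CANX and P4HB, which encode calnexin and PDI, differed from control cells by 0.32 and 0.11. The median of this group was 0.36 at 24 h, also above all random groups. At 3 h it was 0.0902, above 96.5% of them. Without the lowest and highest 2.5%, the random groups at 3 h reached 0.0954, so this group did not stand apart from them. Its 3 h median was smaller with each array centred on its 75th percentile and after quantile normalization. Its 3 h percentile was lower in the authors' deposited comparison tables and with the clusters of a gene averaged. Of 10 measured ER stress sensors and their partners, 1 was at least 2-fold higher at 24 h, namely ATF6. ERN1, which encodes IRE1-α, was higher by 0.90 at 24 h, EIF2AK3, which encodes PERK, by 0.52 and the transcription factor gene XBP1 by 0.66. In the authors' deposited comparison tables ERN1 was higher by 1.32 at 24 h, and 2 of the 10 genes were at least 2-fold higher. The deposited values are per transcript cluster and do not separate spliced from unspliced XBP1.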

GADD153/CHOP is a gene of interest as it is involved in ER stress-mediated apoptotic pathway. Activation of the UPR plays a protective role to cells under ER stress [26]. However, prolonged activation of UPR by excessive ER stress can convert its role to cytotoxic by activation of multiple apoptotic pathways in mammalian cells [27]. The ER stress transducer proteins ATF6, IRE1-α and PERK constitute the core stress regulator of the UPR, and transduce signals from the ER to the cytoplasm and nucleus after ER stress [28]–[30]. In our study, BP induced only IRE1-α activation but not ATF6 or p-eIF2α in prostate cancer cells. Increasing and sustaining expression of IRE1-α and its downstream target GADD153/CHOP after BP treatment were observed in time- and dose- dependent manner. One of the mechanisms implicated in GADD153/CHOP-mediated apoptosis is oxidative stress [31]. Oxidation of the ER lumen is induced by the GADD153/CHOP downstream target ERO1-Lα. ERO1-Lα has been speculated to hyperoxidize the ER lumen, and causes cytotoxic reactive oxygen species (ROS) production that leads to cell death. Another mechanism was associated with the role of Bax in GADD153/CHOP induced apoptosis. In ER-stress-induced cardiomyocyte aopotosis, Bax increase with ER stress in a GADD153/CHOP-dependent manner [32]. Bax and Bak also modulate UPR by a direct interaction with IRE1-α, and are important link between IRE1-α mediated ER-stress-induced apoptosis. Our results showed that transfection of siRNAs for IRE1-α or GADD153/CHOP suppressed BP-induced cell death. Taken together, these findings suggest that BP may modulate ER stress-mediated apoptosis of human prostate cancer cells through activation of IRE1-α-GADD153/CHOP signaling pathway.

Treatment with BP triggered increased expression of Fas, which led to the activation of caspase-8 and -3 in malignant brain tumor in our previous study [5]. Fas overexpression also increased at 3 h after BP treatment. Thus, BP-induced apoptosis of human prostate cancer cells might be mediated, at least partially, through death receptor apoptosis pathway.

Furthermore, activation of MAPKs has been implicated in the regulation of gene expression in the ER stress signaling cascade and is involved in many aspects of the control of cellular proliferation and apoptosis. The JNK pathway has also been shown to be a positive regulator of ER stress induced apoptosis [33]. In our study, phosphorylation of JNK was observed after BP treatment. Inhibition of JNK expression by siRNA led to the down-regulation of IRE1-α and GADD153/CHOP, and partially rescued BP-induced cell death. ER stress-activated IRE1-α binds the adaptor protein tumor necrosis factor receptor-associated factor2 (TRAF2), an E3 ubiquitin ligase, which in turn activates the apoptosis signal-regulating kinase 1 (ASK1; also known as MAP3K5), subsequently causes JNK activation. These findings implicate the notion that BP-induced ER stress-mediate cell death via the cooperation of the JNK pathway.

Tumor necrosis factor related apoptosis inducing ligand (TRAIL) is a death receptor ligand that can preferentially initiate apoptosis in various tumor cells. Recently, TRAIL-based therapeutics, including TRAIL gene therapy, recombinant TRAIL, and TRAIL-receptor-agonistic antibodies have entering clinical trials [34]–[37]. However, similar to many other cancers, prostate cancer develop resistance to TRAIL [38], [39]. Therefore, seeking for TRAIL sensitizers capable of overcoming TRAIL resistance in cancer cells are valuable. LNCaP are known to be resistant to TRAIL-induced apoptosis associated with the absence of PTEN that promote constitutive activation of the AKT/PI3K pathway. Since BP efficiently diminished the Akt activity by reducing the level of phospho-Akt Ser473, which makes BP a candidate of TRAIL sensitizer.

In conclusion, our study demonstrated that BP 1) causes prostate cancer cell cycle arrest at G0/G1 phase by targeting the Akt-GSK-3β-Cyclin D1 signaling axis; 2) induces cell death via ER-stress- and JNK-mediated UPR; 3) triggers apoptosis of human prostate cancer cells through multiple apoptotic pathways *in vitro* and *in vivo* (Fig. 9).

**Figure 9:**
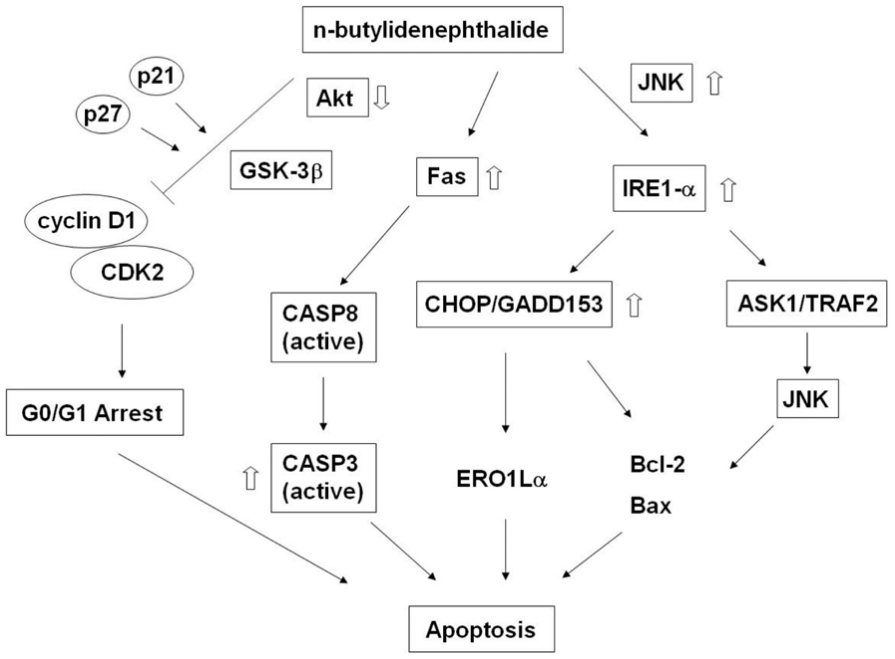
Schematic model of BP-induced apoptosis in human prostate cancer cells. BP induces apoptosis in human prostate cancer cells through multiple apoptotic pathways, including G0/G1 phase cell cycle arrest, death receptor pathway and ER stress-dependent pathway.

## Materials and Methods

### Cell cultures and Reagents

The human prostate cell lines LNCaP and PC-3 were purchased from ATCC (American Type Culture Collection, Manassas, VA), and cultured in RPMI 1640 medium with 10% heat-inactivated fetal bovine serum, 100 U/ml penicillin and 100 U/ml streptomycin, 1% sodium pyruvate, 2 mM L-glutamine (all of these reagents are from Invitrogen, Carlsbad, CA) at 37°C in a humidified atmosphere with 5% CO2. n-Butylidenephthalide (Lancaster Synthesis Ltd., Newgate, Morecambe, UK) was dissolved in dimethyl sulfoxide (DMSO; Sigma, St. Louis, MO, USA) to a concentration of 100 mg/ml and stored at −20°C as a master stock solution. The RNA isolation kit was purchased from QIAGEN (Valencia, CA). Dimethyl sulfoxide (DMSO), 3-(4,5-dimethyl thizol-2-yl)-2,5-diphenyl tetrazolium bromide (MTT), paclitaxel, and horseradish peroxidase-conjugated secondary antibodies were purchased from Sigma Chemical Co. (St. Louis, MO, USA). Polyvinyldenefluoride (PVDF) membranes, BSA protein assay kit and western blot chemiluminescence reagent were purchased from Amersham Biosciences (Arlington Heights, IL).

### Microarray analysis

A total of 100 ng of total RNA was amplified according to Affymetrix's small sample protocol (GeneChip Eukaryotic Small Sample Target Labeling Technical Note), and 15 µg of cRNA was then hybridized to Human gene 1.0 ST array (Affymetrix) and scanned. Image files were processed using MAS5.0 to produce Affymetrix expression data files. Data were then imported into GeneSpring (7.2; Silicon Genetics) and per chip normalization performed, using the 50th percentile of all measurements in that sample. All data is MIAME compliant and that the raw data has been deposited in a MIAME compliant database (accession number: GSE33883, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=nropzqwssewqylo&acc=GSE33883)

### Western blot analysis

LNCaP cells were lysed on ice with 200 µl lysis buffer (50 mM Tris-HCl, pH 7.5, 0.5 M NaCl, 5 mM MgCl2, 0.5% Nonidet P-40, 1 mM phenylmethylsulfonyl fluoridefor, 1 µg/ml pepstatin, and 50 µg/ml leupeptin) and centrifuged at 13,000× g at 4°C for 5 min. The protein concentrations in the supernatants were quantified using a BSA Protein Assay Kit. Electrophoresis was performed on a NuPAGE Bis-Tris Electrophoresis System using 20 µg of reduced protein extract per lane. Resolved proteins were transferred to PVDF membranes, blocked with 5% non-fat milk for 1 h at room temperature, finally probed with appropriately dilution of primary antibodies at 4°C overnight: GADD153/CHOP, Bip, calnexin, PDI, IRE1-α, Ero1-Lα, cyclin D1, CDk2, phospho-Rb (Ser807/811), phospho-Akt (Ser473), Akt, phospho-GSK3β (Ser9), GSK3β, phosphor-ASK1 (Thr845), Fas, cleaved caspase-3 (Asp175), caspase-8 (1C12), Bax, MAPK family antibody, phosphor-MAPK family antibody, p16, p21 and p27 (Cell Signaling Technology, Inc., Danvers, MA). ATF6 (Abcam, Inc., Cambridge, MA), and ASK1 (GeneTex, Inc., San Antonio, TX). After the PVDF membrane was washed three times with TBS/0.2% Tween 20 at room temperature, it was incubated with appropriate secondary antibody labeled with horseradish peroxidase (goat anti-mouse or anti-rabbit, 1∶10000, Sigma Chemical, St. Louis, MO) for 1 h at room temperature. All resolved proteins bands were detected using Western Lightning™ Chemiluminescence Reagent Plus (Amersham Biosciences, Arlington Heights, IL) and quantified with densitometers.

### Growth inhibition assay

The viability of cells after treatment with various chemicals was evaluated using MTT assay preformed in triplicate. Briefly, the LNCaP cells (2×10^5^/well) and PC-3 cells (2×10^5^/well) were incubated in 6-well plates containing 2 ml of serum-containing medium. Cells were allowed to adhere for 18–24 h, and were washed with phosphate-buffered saline (PBS). Solutions were always freshly prepared by dissolving 0.2% DMSO (control) or drugs in serum-containing culture medium before their addition to LNCaP cells. The drug-containing medium was removed after treatment for indicated time, cells were washed with PBS, and culture medium containing 300 µg/ml MTT was added for 1 h at 37°C. After the MTT medium was removed, 2 ml of DMSO were added to each well. Absorbance at 570 nm was detected by a PowerWave X Microplate ELISA Reader (Bio-Tek Instruments, Winooski, VT). The absorbance for DMSO-treated cells was considered as 100%.

### Cell cycle analysis

The cell cycle was determined by flow cytometry using DNA staining dye to reveal the total amount of DNA. Approximately 5×10^5^ LNCaP cells were incubated with 70 µg/ml BP for the indicated time. Cells were harvested with trypsin/EDTA, collected, washed with PBS, fixed with cold 100% ethanol overnight, and then stained with a solution containing 20 µg/ml PI, 0.2 mg/ml RNase A, and 0.1% Triton X-100 for 30 min in the dark. The cells were then analyzed with FACScan flow cytometer (equipped with a 488-nm argon laser) to measure the DNA content. The data were obtained and analyzed with CellQuest 3.0.1 (Becton Dickinson, Franklin Lakes, NJ) and ModFitLT V2.0 software.

### Transfection with siRNA

GADD153/CHOP and IRE1-α siRNA were designed by siGENOME ON-TARGET plus SMARTpool siRNA purchased from Dhamarcon RNAi Technologies. GADD153/CHOP (DDIT3) target sequences are: GGUAUGAGGACCUGCAAGA, CACCAAGCAUGAACAAUUG, GGAAACAGAGUGGUCAUUC, CAGCUGAGUCAUUGCCUUU. IRE1-α (ERN1) targetsequences are: CUACCCAAACAUCGGGAAA, CUCCAGAGAUGCUGAGCGA, AUAAUGAAGGCCUGACGAA, GUCCAGCUGUUGCGAGAAU. Non-targeting control sequences were not provided. JNK 1/2 siRNA (1, # 6232, 2, # 6233) was purchased from Cell Signaling Technology, Inc. (Danvers, MA) and sequences were not provided. LNCaP cells at 50 to 60% confluence were transfect with siRNA (10–50 nM) using the RNAifect Transfection Regaent (QIAGEN) according to the manufacturer's protocol. Cells were cultured for 48 h, and then treated with BP or vehicle for an additional 24 or 48 h. Protein were then isolated for western blotting, or cells were collected for the MTT assay.

### TUNEL assay

LNCaP and PC-3 cells were cultured in the presence or absence of BP (70 µg/ml) for 48 h and then examined for apoptosis with TUNEL assay (In Situ Cell Death Detection kit, Roche).

### Immunocytochemistry

LNCaP cells cultured on glass slides were treated with 70 µg/ml BP for 12 h prior to fixation with cold 4% para-formaldehyde. The fixed cells were washed twice in PBS, and incubated in cold permeabilization solution (0.3% Triton X-100+0.1% sodium citrate). After endogenous peroxidase activity was inactivated with 3% H_2_O_2_, the cells were washed with PBS and incubated with an anti-GADD153 at 4°C overnight. The cells were washed with PBS three times and then incubated with FITC-conjugated secondary antibody 1 h at room temperature. The cells were then washed with PBS three times and stained with 300 nM DAPI for 10 min. Images were obtained with the confocal microscope (Carl Zeiss, Oberkochen, Germany).

### Animal studies

Ethics Statement: The animal use protocol listed below has been reviewed and approved by Institutional Animal Care and Use Committee (IACUC), Buddhist Tzu Chi General Hospital, approval No: 95-51.

To examine the anti-tumor effects of BP *in vivo*, the LNCaP human prostate cancer cells were used in male NOD-SCID mice experiments (8–10 weeks). The mice were purchased from the National Laboratory Animal Center (Taipei, Taiwan). All procedures were performed in compliance with the standard operating procedures of the Tzu Chi University Laboratory Animal Center (Hualien, Taiwan). All experiments were carried out using 6–8 week old mice weighing 18–22 g. The animals were subcutaneous implanted with 5×10^5^ LNCaP cells into the back of mice. When the tumor reached 80–150 mm^3^ in volume, animals were divided randomly into control and test groups consisting of six mice per group (day 0). Subcutaneous injection of either corn oil (control group), or 500 mg/kg of BP (treatment groups) was given for five successive days. BP was dissolved in a vehicle of 20% Tween 80 in normal saline (v/v). The injection sites were >1.5 cm from the tumors. Mice were weighed three times a week up to day 18–21. The tumor volume was also determined by measurement of the length (L) and width (W) of the tumor. The tumor volume at day n (TVn) was calculated as TV (mm^3^) = (L×W^2^)/2. The relative tumor volume at day n (RTVn) versus day 0 was expressed according to the following formula: RTVn = TVn/TV0. Tumor regression (T/C (%)) in treated versus control mice was calculated using: T/C (%) = (mean RTV of treated group)/(mean RTV of control group)×100. Xenograft tumors as well as other vital organs of treated and control mice were harvested and fixed in 4% formalin, embedded in paraffin, and cut in 4-mm sections for histological analysis.

### Statistical analysis

All data are shown as mean ± S.D. Statistical differences were analyzed using the Student's t-test for normally distributed values and by nonparametric Mann–Whitney *U*-test for values with a non-normal distribution. Values of *P*<0.05 were considered significant.

How the deposited data were processed for this re-analysis (not part of the article)

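RNA of control LNCaP cells and of LNCaP cells treated with 70 µg/ml BP for 3 h and for 24 h was hybridized by the authors to 3 Affymetrix Human Gene ST arrays, 1 array per condition. The log2 values of the 3 arrays were used as the authors deposited them. The submitters' processing notes name Affymetrix Expression Console and RMA without versions. The Methods name MAS5.0 and GeneSpring with normalization of each chip on its 50th percentile. Such a normalization as the last step would give the arrays equal medians. The medians over all clusters were 5.475 in control cells, 5.464 at 3 h and 5.479 at 24 h, which argues against it as the last step. The sources used here do not otherwise settle which processing made the values. The authors also deposited 3 tables of their own comparisons, which give a log2 ratio per transcript cluster, and for clusters past 2-fold the unsigned fold, which is 2 to the power of the size of that ratio. The log2 ratios of these tables were control minus BP for each time and 3 h minus 24 h, so their sign was turned to give BP minus control and 24 h minus 3 h. How the authors made the comparison tables is not given in the sources used here. The ratios of the 3 deposited tables do not add up to one another, with a median gap of 0.10 and a largest gap of 1.98 on the log2 scale, so they were used only as an alternative. Over genes, the correlation of the differences of the value table with the authors' log2 ratios was 0.841 at 3 h and 0.933 at 24 h.

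Gene symbols and cytobands were taken from the annotation in the comparison tables, whose genome build is not given in the sources used here. Clusters with several symbols or none were not named, and 627 genes had more than 1 cluster. Of the 19208 genes, 18063 were matched to a current symbol in a table of RefSeq genes of assembly GRCh38.p14, which was used only for names. Differences of log2 values were computed between BP and control at each time and between 24 h and 3 h, without further normalization and without a filter on dim clusters. Genes to be named were fixed by a rule. They are the genes the paper names, for each time the 12 genes with the largest increase and the 12 with the largest decrease past 2-fold among genes whose highest value lay above the median, and up to 4 members of each group with the largest difference at 24 h and up to 2 at 3 h, which made 177 genes. Results for a few genes are not reported here. The values of Table 1 had been seen when this rule was written.

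The 27 groups of genes were compared with 10000 random groups of the same size, drawn from 20 bins of the mean of the 3 arrays with a fixed seed. The percentile describes these 3 arrays and is not a test. The limits of 0.5 and 99.5 for the percentile of a group that stands apart were chosen after the data were seen, and 54 percentiles were computed over both times. The SD of the 3 h differences over genes, 0.20, served as the spread of a single gene in comparing alternatives, and was also chosen after the data were seen. Arrays that share a control were simulated in 100 sets of unchanged arrays. The alternatives centred each array on its median or its 75th percentile, applied quantile normalization, averaged the clusters of a gene, used the authors' deposited comparison tables, kept only genes above the median level, used thresholds of 1.5-fold and 3-fold, counted all transcript clusters, drew random groups not matched on level, used the mean of a group, and left out members shared between groups.

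The calculations were tested on simulated data. In arrays simulated from the control and 3 h arrays with 19208 genes, 50 of 50 genes were called at each of 4-fold and 3-fold higher and lower, and 0 of 19008 unchanged genes were called. Of 100 random groups of 30 unchanged genes, 5 lay in the outer 2.5% at either end, and 20 of 20 groups shifted by 0.5 lay above the upper limit. The simulated noise was normal, with the spread of the 3 h differences at each level. That spread is small against the 2-fold threshold, so the calls of single genes and of shifted groups follow from the setting. They check the calculation and give no error rate for the real counts. The simulated differences were drawn without ties. Among real genes, 41.1% had exactly the control value at 3 h and 46.7% at 24 h, so this check does not cover groups with many ties. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.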

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

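The limits that brought up these results (a percentile outside 0.5 to 99.5, a median of at least 0.1 in size and at least 3 members past 2-fold) and all tests of explanations were chosen after the values were seen. The groups themselves were not, though some hold genes of Table 1, whose folds the paper gives. Each result concerns a group of genes that the paper does not analyse as a group, or opposite differences at 3 h and 24 h that were not tested against each other.

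The genes of cell division were lower at 24 h. The median log2 difference was -2.17 over the G2/M and mitosis genes, of which 57 of 58 were at least 2-fold lower, and -1.63 over the G1/S and DNA replication genes, of which 41 of 52 were. A bias of the 24 h array with signal level would lower other genes of like level too, but 2.72% of those were at least 2-fold lower, against 89.1% of the 110 genes of both groups. The 1 control array has no stated harvest time, so a difference in culture time or density of the control and BP treatment cannot be told apart. By flow cytometry the paper reports a larger share of LNCaP cells in G0/G1 and a smaller share in S phase after 12 h of BP than among untreated cells 12 h after plating, while by its values the share in G2/M was not lower. The paper describes the G0/G1 accumulation as dependent on time, with BP given for 12 to 24 h. By Western blot it reports lower cyclin D1, CDK2 and Rb phosphorylation and higher p16, p21 and p27. These are other measures, and they do not give the harvest time of the control array. An effect of BP over 24 h is therefore an open explanation that the arrays do not test.

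The genes that respond to androgen had a median difference of -0.68 at 24 h, and 18 of 38 were at least 2-fold lower. The median was -1.03 in the authors' deposited comparison tables and -1.32 over members above the median level. KLK3, the gene of prostate-specific antigen, had a difference of -2.78 and SLC45A3 one of -2.45, while TMEM140 was higher by 2.05. Of other genes of like level, 3.24% were at least 2-fold lower, against 47.4% of these genes, which argues against a bias with signal level. Cells of another prostate cancer line would have to make up 85.4% of the 24 h culture to give the value of KLK3, but the largest increase among 25 markers of PC-3 and DU-145 was 0.65, of LCN2, and VIM was higher by 0.30. Of these markers, 18 had exactly the control value. In the authors' deposited comparison tables LCN2 was higher by 0.72 and VIM by 0.56, GSTP1 had a difference of -0.06 and CD44 one of -0.15, and none of the 25 was past 2-fold, which argues against such cells as the source of the KLK3 value. The time of the control and an effect of BP stay open.

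The metallothionein and zinc response genes had a median difference of 0.68 at 3 h, with 5 of 13 at least 2-fold higher, and 0.35 at 24 h. In the authors' deposited comparison tables the medians were 1.17 and 0.59. Metallothionein transcripts are similar in sequence, and if all clusters read 1 transcript they would have moved together. Between 3 h and 24 h the changes of the 4 metallothioneins at least 2-fold higher at 3 h spanned 1.42, against an SD of 0.38 over all genes, which argues against 1 transcript read by all 4 clusters. This span is carried by MT1X, with a change of -1.44. The changes of MT1F, MT1G and MT2A were -0.13, -0.02 and -0.41, a span of 0.39, so a single transcript read by these 3 clusters stays open. A response to the vehicle or to a change of medium and one to BP cannot be told apart with 1 control array whose label gives no treatment or time.

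At 24 h, the p53 targets, which include CDKN1A, GDF15 and GADD45A of Table 1, had a median difference of 0.53, the NRF2 targets 0.42 and the autophagy and lysosome genes 0.27. The cholesterol synthesis genes had a median of -0.48, with 3 of 24 at least 2-fold lower, among them EBP (-1.51). The fatty acid synthesis genes had a median of -0.45, with 5 of 17 at least 2-fold lower, among them FADS2 (-1.60) and FASN (-1.42).

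The G1/S and DNA replication genes had a median of 0.14 at 3 h, opposite to 24 h, and 0 of 52 members were past 2-fold at 3 h. This median was 0.0587 with each array centred on its 75th percentile and 0.0426 after quantile normalization, and the group lay at percentile 90.4 in the authors' deposited comparison tables and 98.4 with means, inside the limits. The 13 measured of 29 replication-dependent histone genes had medians of 0.31 at 3 h and -0.76 at 24 h. With means the values were 0.27 at 3 h, at percentile 99.3 and so inside the limits, and -1.33 at 24 h. HIST1H2AJ was higher by 1.04 at 3 h and had a difference of -2.50 at 24 h, and TNFRSF10D had -1.33 at 3 h and 1.28 at 24 h.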

How the results depend on the processing

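Centring each array on its median or its 75th percentile, averaging the clusters of a gene and quantile normalization left every count within 1.5 times. Averaging the clusters, which can change the values of only 627 of the 19208 genes, also left every group on its side of the percentile limits. So did centring, but it shifts all differences of a comparison alike. A group then keeps its place among random groups whatever the data, so centring is no check of the percentiles. Scaling moved the median of all genes by 0.08 or less in size. No named gene past 2-fold turned its direction. Differences of 10 gene and time pairs changed sign with centring on the 75th percentile and of 10 with quantile normalization, the largest of them 0.10 in size. There were 44 differences that moved by more than 0.20 in the authors' deposited comparison tables. No paired analysis was possible because each condition had 1 array, which also limits what signal over background can show. The filter on intron controls and the subtraction of intron controls were not run, since the annotation does not name these probes. The causes of the shifts below were not tested, except that thresholds and the number of clusters set counts directly.

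Counts are given as higher and lower at 3 h, at 24 h, at 24 h against 3 h, and as the counterparts of genes at least 2-fold higher at both times and genes at least 2-fold lower at both times. A 1.5-fold threshold gave 297 and 77, 862 and 776, 470 and 983, and 176 and 10. A 3-fold threshold gave 21 and 0, 88 and 191, 34 and 212, and 6 and 0. All transcript clusters gave 533 and 112 at 3 h, 661 and 599 at 24 h, 313 and 846 at 24 h against 3 h, and 201 and 28 at both times. The authors' deposited comparison tables gave 106 and 21 at 3 h, 239 higher at 24 h than at 3 h, 3 lower at both times, and folds of 2.50 for ERN1 and 2.19 for FAS at 24 h. Above the median level, 4 genes were at least 2-fold lower at 3 h.

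Against random groups not matched on level, more groups stood apart at 3 h, namely tRNA synthetases (0.11), ER chaperones (0.0902), NRF2 targets (0.0707), heat shock (0.0825), cholesterol synthesis (0.0912) and ribosomal proteins (0.0339), and at 24 h tRNA synthetases (0.0814), heat shock (0.0316), ribosomal proteins (0.0342) and housekeeping genes (-0.12), while G0/G1 regulators at 3 h (-0.0007) did not. In the authors' deposited tables, G1/S genes (0.14), G2/M genes (-0.0104), G0/G1 regulators (-0.0618) and autophagy genes (0.18) at 3 h and immediate early genes at 24 h (0.10) no longer stood apart, and immediate early genes at 3 h (0.15) and G0/G1 regulators at 24 h (-0.35) did. With means at 3 h, G2/M genes (0.0161, percentile 3.01) and G0/G1 regulators (0.0405, percentile 28.0) had values above 0 and no longer stood apart. They did not move to the high side of the random groups. With means, G1/S genes (0.15), autophagy genes (0.19) and histones (0.27) at 3 h also no longer stood apart. Immediate early genes at 3 h (0.32) and G0/G1 regulators (-0.35) and heat shock genes (0.27) at 24 h did stand apart with means. Above the median level, G2/M genes at 3 h (0.0) no longer stood apart, and the BCL2 family (-0.0273) and immediate early genes (0.32) at 3 h and G0/G1 regulators at 24 h (-0.26) did. After quantile normalization, G0/G1 regulators at 3 h (-0.0682) and immediate early genes at 24 h (0.0) no longer stood apart and NRF2 targets at 3 h (0.0151) did. Without shared members, the BCL2 family at 24 h (0.18) stood apart and immediate early genes at 24 h (0.0) did not.

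Other medians of groups that stood apart moved by more than 1.5 times while staying past the same percentile limit. Medians near 0 changed sign, with centring on the median for G2/M genes (0.0087) and G0/G1 regulators (0.0109) at 3 h and immediate early genes at 24 h (-0.0026), and with centring on the 75th percentile for the last (-0.0252). At 3 h, centring on the 75th percentile gave 0.0587 for G1/S genes, 0.0699 for autophagy genes, 0.12 for the integrated stress response, -0.084 for G2/M genes and -0.0818 for G0/G1 regulators, and quantile normalization gave 0.0426, 0.0705, 0.0952 and -0.0835 for the first 4. Above the median level, the 24 h values were -1.32 for the genes that respond to androgen, 0.38 for the caspase, death receptor and PARP group, -0.76 for fatty acid synthesis, 0.53 for the integrated stress response, 0.56 for metallothioneins and 0.46 for immediate early genes. Means at 24 h were 0.65 for NRF2 targets, 0.41 for autophagy genes, 0.32 for the caspase, death receptor and PARP group, 0.32 for immediate early genes, 0.55 for the integrated stress response and -1.33 for histones, and 0.40 at 3 h for the integrated stress response. The authors' deposited tables gave -1.03 for the genes that respond to androgen and 0.34 for the caspase, death receptor and PARP group at 24 h, and 1.17 and 0.59 for metallothioneins at 3 h and 24 h.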

Differences from the paper's values

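Of the 12 folds in Table 1, each value from the deposited log2 values lay within 1.5 times of the paper's. The paper lists 9 genes as higher than the 2-fold threshold, and 7 of them passed it at 24 h in the value table. ERN1 is listed by the paper above 2-fold at 24 h and was 1.87-fold higher, and FAS is listed above 2-fold and was 1.67-fold higher. Among the alternatives set before the data were examined, the authors' deposited comparison tables put both genes past 2-fold, at 2.50-fold for ERN1 and 2.19-fold for FAS. Centring on the median or the 75th percentile and quantile normalization did not. Averaging of clusters could not move either gene, since each has 1 cluster. In the authors' deposited comparison tables the 12 folds differ from the paper's by at most 0.0065. DDIT3, GDF15 and GADD45A passed the threshold at both times, as the paper lists them.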

Other observations

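The cell cycle regulators of G0/G1 went in different directions at 24 h. Of 21 measured, 1 was at least 2-fold higher, CDKN1A, and 5 were at least 2-fold lower, including SKP2 (-1.73), CDK2 (-1.72), RBL1 (-1.54) and CCND1, which encodes cyclin D1 (-1.28). CDK4 had a difference of -0.68, CDKN1B, which encodes p27, was higher by 0.81, and CDKN2A, which encodes p16, had -0.04. The median of this group was -0.04, at the 2.13th percentile of random groups, while it was -0.35 (percentile 0.01) in the authors' deposited comparison tables, -0.26 (percentile 0.03) above the median level and -0.35 (percentile 0.28) with means. At 3 h no member passed 2-fold. Within the BCL2 family, 0 of 17 passed 2-fold at 24 h (median 0.01, percentile 95.2, and 0.18, percentile 99.6, without shared members), with BAX at 0.01 and BAK1 at 0.20, and BMF was higher by 1.02 at 3 h. The small heat shock protein gene CRYAB was higher by 2.44 at 24 h, HSPB8 by 1.60, DNAJB4 by 1.43 and HSPA4L by 1.40, the 4 of 24 heat shock genes past 2-fold (median 0.03, percentile 88.8, and a mean of 0.27, percentile 99.8), and DNAJB1 was higher by 1.26 at 3 h.

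Of 35 immediate early and MAPK-responsive genes, 6 were at least 2-fold higher at 3 h and 4 at 24 h, with KLF4 higher by 1.60 and 1.33. Their medians were 0.0 at 3 h (percentile 49.8) and 0.0007 at 24 h (percentile 99.9), but both depend on the processing. At 3 h the value was 0.32 (percentile 100) above the median level, 0.32 (percentile 100) with means and 0.15 (percentile 99.7) in the authors' deposited comparison tables. At 24 h the percentile was 97.6 in these tables, 98.9 after quantile normalization and 50.4 without shared members. The angiogenic factor VEGFA was higher by 1.91 at 24 h, 1 of 2 hypoxia and glycolysis genes of 29 past 2-fold, and the median of that group was 0.0 (percentile 48.4). ID1 and ID3, chosen after their values were seen, were higher by 1.17 and 1.76 at 3 h, while ID4 was higher by 0.32. None of the 20 aminoacyl-tRNA synthetases was past 2-fold at 24 h (median 0.08, percentile 91.6), nor any of 10 targets of the aryl hydrocarbon receptor (0.12, percentile 99.3), 24 inflammatory and NF-kB targets (0.0, percentile 50.1) or 46 ribosomal protein genes (0.03, percentile 94.0). Of 14 housekeeping genes, TUBB had a difference of -1.22, the median was -0.12 (percentile 3.87), and ACTB, used as the loading control in the paper, was higher by 0.10. The 10 measured ER stress sensors had medians of 0.12 at 3 h (percentile 93.2) and 0.14 at 24 h (percentile 95.4). The ATF6 transcript was higher by 1.19 on the log2 scale at 24 h, while the paper reports by Western blot no up-regulation of the ATF6 protein.

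Of the transcript clusters, 645 were past 2-fold at 3 h, and 503 of these have no transcript description, 10.2% of all clusters without one, against 0.390% of genes. At 24 h 391 of 1260 had none. At 3 h the mean difference also followed the level, from -0.05 in the bin of genes with a mean log2 value of 4.55 to 0.10 in the bin at 7.85, while at 24 h the bins lay between -0.02 and 0.04. Of the 66 genes at least 2-fold higher at 3 h, 50 had a lower value at 24 h than at 3 h, and 10 of them were at least 2-fold lower. The 66 genes were chosen for high values on the 3 h array, which alone favours lower values on another array. No reference for this count was computed.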
